A study of Mus musculus with 141 samples.

How the data were processed

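The series holds single-cell RNA sequencing of 141 mouse bone marrow cells, 94 sorted as basophil/mast cell progenitors (BMCP) and 47 as granulocyte/monocyte progenitors (GMP). Per the labels, BMCP were live lineage-negative, Kit-positive, Sca1-negative cells high for integrin beta7 and CD16/32, and GMP came from the CD34-positive, CD16/32-high gate outside them. Per the labels, 3 female C57BL/6 mice gave the cells, which were sorted into 96-well plates. Per the labels' protocols, polyA RNA was reverse transcribed from an oligo-dT primer, amplified over 23 PCR cycles with ERCC spike-in RNA in each reaction, made into libraries with Nextera XT and sequenced as single-end reads of 50 bases. No molecular identifiers are named, so reads are not independent molecules.

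The deposited values are raw counts of reads per gene and cell. Per the submitters' processing notes, the tools were GSNAP and HTSeq 0.5.3p3 and the genome build was mm10, and the annotation release is not given in the sources used here. The deposited counts cover 46078 mouse gene rows, 92 spike-in rows and HTSeq's summary rows. Of the gene rows, 45143 were given a symbol from GENCODE vM21, which is on GRCm38, the assembly that mm10 names, and gene coordinates are from the same annotation. Rows for reads without a gene, ambiguous reads and unaligned reads stayed out of every total. In the kept cells they held 15.3%, 4.57% and 29.4% of all rows' reads. The shares were 17.6%, 3.77% and 30.4% in kept BMCP and 11.1%, 6.03% and 27.5% in kept GMP. Unaligned reads were 37.5% in kept BMCP numbers 1 to 47 and 25.1% in numbers 48 to 94. The protocol does not mark strand, so reads of a gene and an overlapping antisense gene cannot be parted, and reads of near-identical genes, such as Csf2rb and Csf2rb2 or the hemoglobin pairs, are uncertain.

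A cell was kept with at least 50000 counts in nuclear-encoded genes, at least 1000 such genes with a count, at most 10% of gene counts in the 37 mitochondrial genes and at most 50% spike-in reads. This kept 89 BMCP and 41 GMP and left out 11 cells. No 2 cells had identical counts. No doublet caller was run on these individually sorted cells. For shares of cells, each cell was thinned to 200000 reads without replacement, which kept 86 BMCP and 40 GMP, and a gene counted as detected at 2 or more reads.

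The labels tie no cell to a mouse. Each population was therefore treated as 1 sample, cells were not used as replicates, and no test or p-value was computed. The value per gene is the log2 of summed CPM (reads scaled to 1e6 counts) plus a pseudocount of 1 in BMCP over the same in GMP, with nuclear-encoded counts as the total. Summed counts have exact Poisson limits and shares have exact Clopper-Pearson limits, both at 95%. All such limits, and floors set at 3 counts, cover counting error only. The floor was 0.0356 CPM in BMCP and 0.0540 CPM in GMP. For each of 18 gene lists, the median log2 ratio over members with at least 1 CPM in either population was set against 10000 random lists of the same size matched on mean expression, as a description of these libraries. Limits given for a list's median are order statistics of its members, or their full range in short lists.

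Genes named beyond the lists followed a rule of size: the 12 largest ratios in each direction among genes with at least 20 CPM in the higher population, detected in at least 25% of its cells, with no cell giving 50% or more of the counts and with the same direction in the mean of the cells' CPM. Lists, cell type markers and this rule, which also takes every list member, were fixed before the data were examined. Cells were clustered with Ward's method into 4 clusters on 10 principal components of log2(CPM + 1) over 1000 variable genes.

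The columns of the table run through the cell numbers in steps, as a grid of 8 columns in 3 blocks of 47 cells: BMCP 1 to 47, BMCP 48 to 94 and all GMP. The labels do not describe this layout. The blocks were used as a technical split and, with the grid, to test for reads assigned to another library. GMP fill a single block, so block and population cannot be told apart.

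The steps were tested on simulated counts for 46041 genes drawn from the observed means and library sizes. Genes raised 8-fold in BMCP against GMP gave a median log2 of 2.91, those raised 2-fold gave 0.85, and those lowered 8-fold gave -2.82, each over 50 genes, all in the right direction. Alternatives changed the weight of cells, scaling, pseudocount, cell and gene filters, depth, detection limit and clustering. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, igraph 0.11.9 and leidenalg 0.10.2 were used, with matplotlib 3.10.9 for figures. Where the printed CPM of a named gene in a population rests on more than 3 counts and moves by over 1.5 times without its highest cell, the CPM without that cell is printed too.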

Results

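Transcripts were counted in single BMCP, a bone marrow population sorted as the progenitors of basophils and mast cells, and in single GMP, the progenitors of neutrophils and monocytes. After filtering, 89 BMCP held 84242320 nuclear-encoded counts, with a median of 893037 per cell (range 96129 to 2416630). The 41 GMP held 55520835 counts, with a median of 1309887 per cell (range 130191 to 3688848). A median of 5440 genes was counted per BMCP and 7001 per GMP. Spike-in reads made up a median of 11.3% in BMCP and 5.92% in GMP. Each population was 1 sample without replicates, so differences are described by their size and carry counting error only.

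The comparison of BMCP with GMP asked how the progenitors of basophils and mast cells differ in expression from those of the other granulocytes. BMCP carried high levels of the mast cell protease Gzmb with the shared genes Cpa3 and Gata2. The mast cell protease Cma1 was high in a minority of BMCP and reached 10 thinned reads in 28 of 86. GMP carried the neutrophil granule genes Mpo, Elane, Prtn3 and Ctsg. Gzmb, which encodes the serine protease granzyme B, stood at 6516 CPM (6499 to 6533) in BMCP and 1.03 CPM (0.778 to 1.33) in GMP. Mpo, which encodes myeloperoxidase, stood at 14.6 CPM (13.8 to 15.5) in BMCP and 31492 CPM in GMP. Elane, which encodes neutrophil elastase, was at 0.962 CPM in BMCP and 7307 CPM (7284 to 7329) in GMP. The median log2 ratio over all 14554 genes with at least 1 CPM was 0.038. Against the spike-in reads, BMCP held 7.48 nuclear-encoded counts per spike-in count and GMP 13.7, and with ratios set to the spike-ins that median was -0.74.

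The sorting genes checked the gate and are no finding. Itgb7, the integrin chain used to sort BMCP, was at 1433 CPM in BMCP and 48.5 CPM in GMP, or 24.1 CPM without GMP replicate 30. Kit was at 1342 and 327 CPM, Cd34 at 521 and 703 CPM, and Fcgr3 at 512 and 419 CPM.

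**Figure D1:**
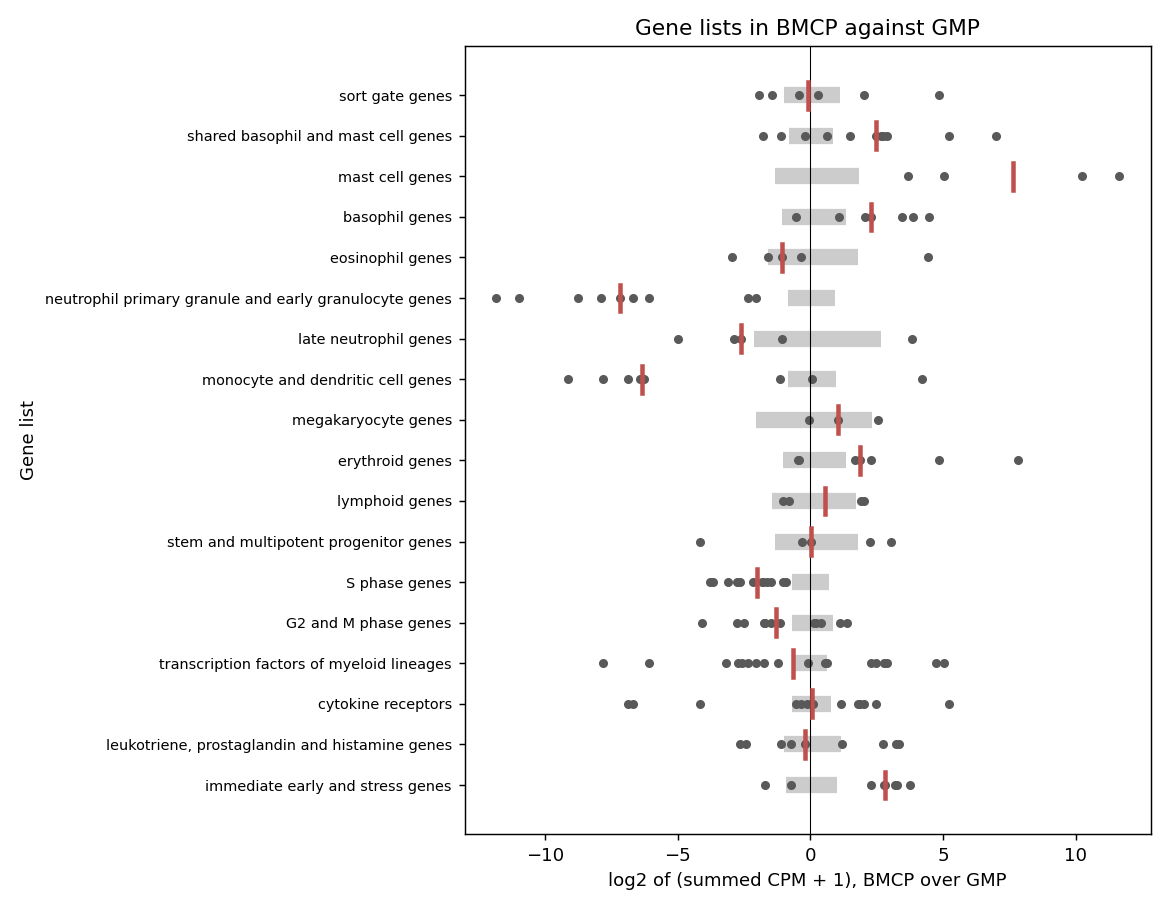
Log2 of summed CPM plus 1 in BMCP over GMP (x axis) for 18 gene lists (y axis); dots are members with at least 1 CPM, red bars are list medians and grey bars span the central 95% of random lists. The red bar lies at 7.65 for the mast cell genes and at -7.19 for the early granulocyte genes.

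Genes shared by basophils and mast cells were mostly higher in BMCP. The median log2 ratio of the 11 members was 2.47 (-1.12 to 5.24), at percentile 100 of random lists, with 7 members at least 2-fold higher and 2 at least 2-fold lower in BMCP. Cpa3, the mast cell carboxypeptidase, was at 5612 CPM (5596 to 5628) in BMCP and 883 CPM (875 to 891) in GMP, and was detected in 86 of 86 BMCP and 24 of 40 GMP. Gata2, a transcription factor of these lineages, was at 2083 and 282 CPM. Slc18a2, the vesicular monoamine transporter, was at 927 and 138 CPM, and Ms4a2, the beta chain of the IgE receptor, at 781 and 273 CPM, or 175 CPM in GMP without replicate 30. Fcer1a, the alpha chain of that receptor, had no read in GMP, which makes it at least 2351-fold higher over the GMP floor, yet it was detected in 18 of 86 BMCP (20.9%, 12.9 to 31.05). Hdc, the histamine-forming enzyme, ran the other way, at 238 CPM in BMCP and 518 CPM in GMP, as did Hgf at 10.98 and 40.04 CPM, or 7.29 CPM in BMCP without replicate 28. The GMP levels of Cpa3, Gata2 and Ms4a2 were uneven. With cells parted into 6 clusters, their medians were 8.59, 3.51 and 0.656 CPM in 33 GMP. In 7 other GMP they were 2699, 994 and 1391 CPM. The list's median was 2.73 without GMP replicate 24, and was not computed without those 7 cells.

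Of the 11 mast cell genes only 4 reached 1 CPM, and all 4 were higher in BMCP, with a median log2 ratio of 7.65 (3.68 to 11.65) at percentile 100. With Tpsb2, which had no GMP read, at its bound the median was 9.01. Without the filter on low genes the median over all 11 members was 0.017. Cma1, which encodes a chymase, stood at 1510 CPM (1502 to 1518) in BMCP and 0.234 CPM in GMP. That level was uneven across BMCP. In the clusters described below, the median of Cma1 was 7.76 CPM in the 41 cells of cluster 1. It was 13.3 CPM in the 39 cells of cluster 3. In the 10 BMCP of cluster 4, of which Cma1 is a leading gene, it was 7888 CPM. High Cma1 was not confined to cluster 4. It reached 10 thinned reads in 8 of 41 cells of cluster 1, 10 of 36 of cluster 3 and 10 of 10 of cluster 4. BMCP replicate 11, in cluster 3, held 27940 CPM. Mitf, a mast cell transcription factor, was at 78.8 and 1.40 CPM, or 0.584 CPM in GMP without replicate 17. Tpsb2, a tryptase, was at 11.8 CPM in BMCP, with 99.7% of its reads in BMCP replicate 36 and 0.0359 CPM without it. Mcpt1, Mcpt2, Mcpt4, Tpsab1, Mrgprb1, Mrgprb2 and Tph1, genes of more mature mast cells, were at or under the floor of 3 counts in both populations.

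Basophil genes were higher in BMCP for 6 of 7 members by at least 2-fold, with a median log2 ratio of 2.30 (-0.55 to 4.45) at percentile 99.8. Without BMCP replicate 12, which held 99.5% of the BMCP reads of Prss34, that gene was lower in BMCP, 5 of 7 members were higher and the median was 2.06. The median was 3.29 for BMCP numbers 1 to 47 and 1.01 for numbers 48 to 94, each against the same GMP. The upper limit of the random lists in the main comparison was 1.35. The median for numbers 48 to 94 alone was therefore not set apart from random lists. Mcpt8, a basophil protease, was at 680.5 CPM (675 to 686) in BMCP and 137 CPM (134 to 140) in GMP, or 57.4 CPM in GMP without replicate 3. It was detected in 36 of 86 BMCP and 22 of 40 GMP, and at 10 reads in 20 of 86 and 19 of 40. The order of the shares goes against that of the levels and none is read from them. The BMCP level of Mcpt8 was uneven. In the clusters described below, its median was 2.59 CPM in the 41 cells of cluster 1 and 6.03 CPM in the 39 cells of cluster 3. These lay below the 13.7 CPM in the 40 GMP of cluster 2. In the 10 BMCP of cluster 4, of which Mcpt8 is a leading gene, it was 2826 CPM. Mcpt8 reached 10 thinned reads in 1 of 41 cells of cluster 1, 10 of 36 of cluster 3 and 9 of 10 of cluster 4. BMCP replicates 11 and 15, in cluster 3, held 8128 and 6097 CPM. Cyp11a1, a steroid-forming enzyme, was at 599.5 and 26.4 CPM, or 2.68 CPM in GMP without replicate 3. Il4 was at 28.9 and 1.03 CPM, or 0.258 CPM in GMP without replicate 27. Prss34 was at 122 CPM in BMCP, or 0.589 CPM without BMCP replicate 12, and at 10.1 CPM in GMP, or 4.67 CPM without GMP replicate 12.

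Early granulocyte genes were lower in BMCP without exception among the 9 members measured, all by at least 2-fold, with a median log2 ratio of -7.19 (-10.97 to -2.35) at percentile 0, or -8.10 without BMCP replicate 12. Ctsg, which encodes cathepsin G, was at 44.4 CPM in BMCP and 6619 CPM in GMP, and Prtn3, which encodes proteinase 3, at 14.3 and 3668 CPM. Without BMCP replicate 12 Ctsg was at 16.1 CPM in BMCP, and without BMCP replicate 50 Prtn3 was at 8.21 CPM. Cebpe and Csf3r, needed for neutrophil maturation and growth, were at 0.0119 CPM (1 read) and 0.0356 CPM (3 reads) in BMCP and 67.1 and 105 CPM in GMP. Mpo was detected in 28 of 86 BMCP at 2 reads but in 3 of 86 at 10 reads, against 40 of 40 GMP at both. Late neutrophil genes had a median of -2.61 (-5.01 to 3.85) over 5 members, at percentile 1.01, or -0.10 over all 9 without the filter on low genes.

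Monocyte and dendritic cell genes were at least 2-fold lower in BMCP for 6 of 8 members, with a median log2 ratio of -6.35 (-9.13 to 4.21) at percentile 0, or -6.65 with genes lacking reads at their bound. Without the filter on low genes it was -1.15 over all 11 members. Irf8, a transcription factor of monocyte and dendritic cell development, was at 0.202 CPM in BMCP, or 0.108 CPM without BMCP replicate 1, and 274 CPM in GMP. Csf1r was at 0.0475 and 121 CPM. Ly86 had no read in BMCP and 75.9 CPM in GMP, at least 2132-fold higher over the BMCP floor. Cx3cr1, a chemokine receptor of monocytes, was at 293 CPM in BMCP and 14.9 CPM in GMP, or 4.66 CPM in GMP without replicate 30. Ccr2 stood at 71.5 and 68.4 CPM, or 35.6 CPM in GMP without replicate 18.

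Beyond the lists, the largest ratios towards BMCP by the rule of size included Scin, Atp8b5, Id2, Hs3st1, Rab19, F2r, Slc26a11, Myo1e and ENSMUSG00000089672, which has no symbol in the annotation used. Scin, an actin-severing protein, was at 2936 CPM (2924 to 2948) in BMCP and 0.450 CPM in GMP, and was detected in 86 of 86 BMCP and 0 of 40 GMP. Id2, an inhibitor of basic helix-loop-helix factors, was at 1060.0 and 3.73 CPM, or 1.52 CPM in GMP without replicate 16. Rab19 was at 403 and 1.35 CPM, or 0.0925 CPM in GMP without replicate 24. Hs3st1 and Myo1e had no read in GMP and were at least 3444-fold and 2307-fold higher over the GMP floor. Towards GMP, the rule named Ly6c2, Ms4a3, Anxa3, Hp, Hk3, Igsf6, Prss57 and Gatm beside Elane, Mpo, Prtn3 and Irf8. Ms4a3 was at 1.09 CPM in BMCP, or 0.0965 CPM without BMCP replicate 44, and at 912 CPM in GMP, and Ly6c2 at 0.142 and 639 CPM.

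**Figure D2:**
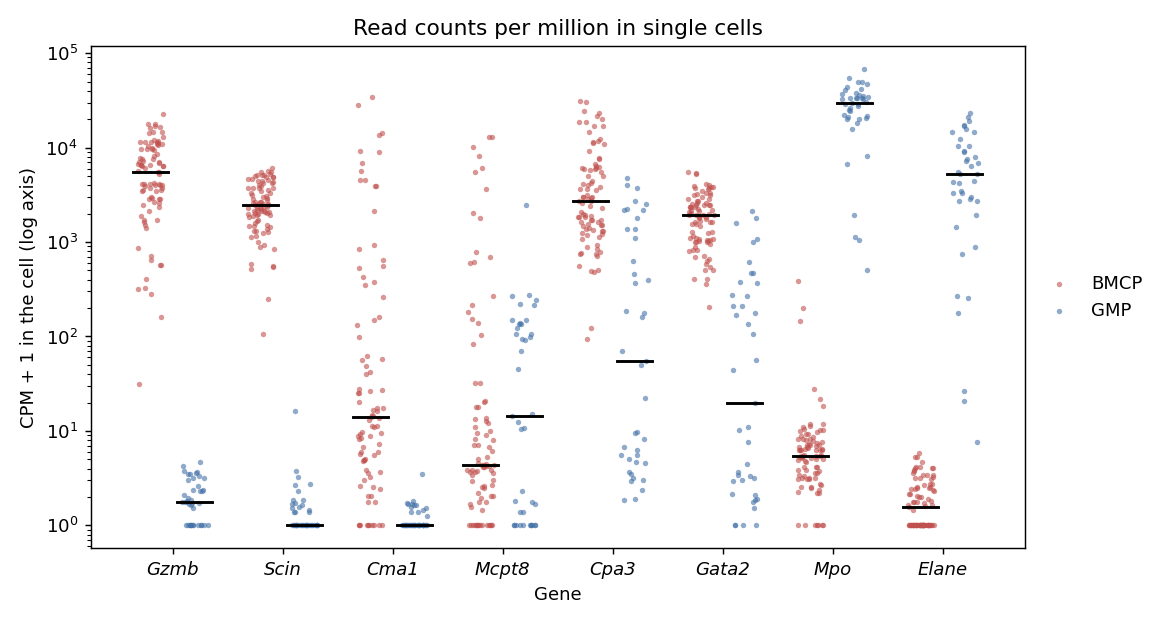
CPM plus 1 in each kept cell (log y axis) for 8 genes (x axis), BMCP in red (n = 89) and GMP in blue (n = 41), with the median as a black bar. The BMCP medians are 5565 CPM for Gzmb and 2446 CPM for Scin, with a lowest Gzmb value of 30.4 CPM in BMCP replicate 12, whereas Cma1 and Mcpt8 spread from no reads to over 10000 CPM.

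Several of the named proteases lie close together on chromosome 14 of GRCm38. Cma1 (55941451 to 55944675), Mcpt8 (56082166 to 56085273) and Gzmb (56258838 to 56262260) were higher in BMCP, with log2 ratios of 10.26, 2.30 and 11.65. Ctsg (56099881 to 56102574), which lies between Mcpt8 and Gzmb, had a log2 ratio of -7.19. Mcpt1, Mcpt2 and Mcpt4, between Cma1 and Mcpt8, had 2, 0 and 0 reads in BMCP.

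**Figure D3:**
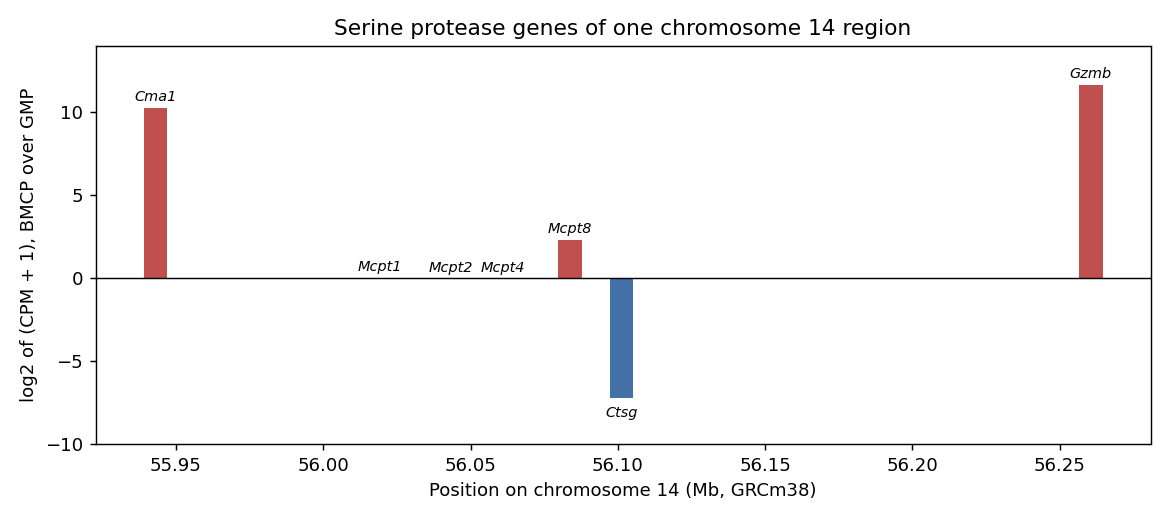
Log2 of CPM plus 1 in BMCP over GMP (y axis) for 7 listed protease genes by the midpoint of each gene on chromosome 14 (x axis, Mb, GRCm38); bar width is not gene length. Ctsg at -7.19 lies between Mcpt8 at 2.30 and Gzmb at 11.65.

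Erythroid genes had a median log2 ratio of 1.88 (-0.47 to 7.82) over 7 members, at percentile 99.7, or 0.054 over all 12 without the filter on low genes. Car1, carbonic anhydrase 1, was at 228 CPM in BMCP with 1 read in GMP, and was detected in 34 of 86 BMCP. Klf1, an erythroid transcription factor, was at 64.6 and 19.2 CPM, or 5.94 CPM in GMP without replicate 30, whereas Hba-a1 and Hbb-bt stayed under 1 CPM in both. Megakaryocyte genes had a median of 1.05 over 3 members at percentile 79.05, or 0.0056 over all 8 without the filter, with Itga2b at 294 and 141 CPM and Pf4 at 1 read in BMCP. Eosinophil genes had a median of -1.08 over 5 members at percentile 8.68, lymphoid genes 0.54 over 4 members at percentile 68.7, and stem and multipotent progenitor genes 0.0074 over 5 members at percentile 46.6. In that last list Meis1 was at 382 CPM in BMCP and 45.4 CPM in GMP, and Flt3 at 0.154 and 19.6 CPM, or 0.0481 CPM in BMCP without replicate 6 and 11.9 CPM in GMP without replicate 18.

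DNA replication genes were lower in BMCP. All 12 S phase genes had a log2 ratio below 0, and 11 were at least 2-fold lower, with a median of -2.01 (-3.10 to -1.50) at percentile 0. Mcm5 was at 59.6 CPM in BMCP and 517 CPM in GMP, and Rrm2 at 13.9 and 188 CPM, or 1.47 CPM in BMCP without replicate 62. The S phase median was -2.19 in each BMCP block. The 12 G2 and M phase genes had a median of -1.31 (-2.49 to 0.38) at percentile 0.1, a level that rested on 2 cells. BMCP replicates 44 and 29, singled out after their values were seen, held Mki67 at 1582 and 1434 CPM, against 128 CPM in the next BMCP, and without both cells the median was -3.64. For BMCP numbers 1 to 47, which include them, it was 0.050, or -3.48 without them, and for numbers 48 to 94 it was -4.37. Mki67, a proliferation marker, was detected at 10 reads in 5 of 86 BMCP and 15 of 40 GMP, and its level of 53.3 CPM in BMCP was 28.6 CPM without BMCP replicate 44.

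Lineage transcription factors split, with 6 of 18 at least 2-fold higher and 9 at least 2-fold lower in BMCP and a median log2 ratio of -0.67. Lmo4 was at 2807 and 410 CPM, Runx1 at 813.5 and 166 CPM, and Tal1 at 139 and 23.9 CPM. Cebpa was at 24.3 and 128 CPM, Spi1 at 121 and 410 CPM, and Lmo2 at 37.3 and 343 CPM. Cytokine receptors had a median of 0.054 over 14 members, with Il1rl1 at 314 and 55.9 CPM and Csf2rb2 at 373 and 8.88 CPM, or 5.36 CPM in GMP without replicate 20. Among the leukotriene, prostaglandin and histamine genes, with a median of -0.22 over 9 members, Alox5 was at 892 CPM in BMCP and 87.3 CPM in GMP and Lta4h at 116 and 626 CPM.

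Immediate early genes were higher in BMCP, with a median log2 ratio of 2.80 (-1.70 to 3.74) over 8 members of the immediate early and stress list, at percentile 100. Fos was at 1223 CPM in BMCP and 172 CPM in GMP, and Egr1 at 262 and 18.7 CPM. Without GMP replicate 3 they were at 87.7 and 7.51 CPM in GMP. As the mean of the cells' CPM, Fos was at 1022 CPM in BMCP and 451 CPM in GMP, a log2 ratio of 1.18 against 2.82 for the summed reads. The stress gene Hsp90aa1 was at 213 and 353 CPM. The list's median was 2.11 for BMCP numbers 1 to 47 and 3.04 for numbers 48 to 94. The rise was uneven across BMCP. Fos reached 10 thinned reads in 13 of 43 BMCP numbered 1 to 47 (17.2 to 46.1%). In numbers 48 to 94 it did in 24 of 43 (39.9 to 70.9%), and in GMP in 8 of 40 (9.05 to 35.6%). Jun did so in 31 of 43 in each BMCP block and 16 of 40 GMP. In cluster 4, described below, Fos and Jun averaged 75.2 and 181 CPM, against 462 and 231 CPM in the GMP of cluster 2. Medians ran the other way, at 4.71 and 6.52 against 0.751 and 1.76 CPM.

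Co-detection of mast cell and basophil genes asked whether single BMCP carry both sets. A cell counted for a set with at least 2 of its marker genes at 2 or more thinned reads. Both sets were found in 34 of 86 BMCP (39.5%, 29.2 to 50.7), mast cell genes alone in 16, basophil genes alone in 10 and neither in 26. All 50 cells with the mast cell set had Gzmb, which all 86 BMCP had, and Cma1, so the set amounted to detection of Cma1, which at 10 reads was found in 28. The 1 to 7 reads of Prss34 seen in BMCP libraries other than replicate 12 were counted before thinning. After thinning, 2 of 86 BMCP had Prss34 at 2 or more reads. Whether 2 thinned reads of a gene can come from another library was not tested. Shares at 2 reads, and their excess over independence, therefore do not show that a cell expressed the gene. Independence of the sets would give 25.6 cells with both. In GMP, 0 of 40 cells had the mast cell set, so none could have both. At 10 reads, 17 BMCP had both, where independence would give 9.77. Cma1 and Mcpt8 met at 10 reads in 14 BMCP against 6.51 under independence, whereas Mcpt8 and Car1 met in 2 against 6.98. The share with both was 53.5% in BMCP numbers 1 to 47 and 25.6% in numbers 48 to 94.

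Clustering put 40 of 41 GMP into cluster 2, whose leading genes Mpo, Elane, Prtn3, Ctsg and Ms4a3 made it neutrophil progenitor-like as a whole. The name does not hold equally for all its cells. With 6 clusters these GMP parted into 33 and 7, with Elane medians of 6876 and 256 CPM. Fewer variable genes parted the GMP into 33 and 8, and more variable genes set 33 apart from 7. GMP replicates 20 and 30, in cluster 2, held 25.6 and 6.72 CPM of Elane and 1068 and 2144 CPM of Gata2. The BMCP fell into cluster 1 (40 cells), cluster 3 (39 cells) and cluster 4 (10 cells). These had under 3 markers of any single type among their leading genes and stayed unnamed. The parting of BMCP depended on the settings, so levels by cluster hold for this clustering only. A cluster of 10 BMCP came back with 5 or 6 clusters and with fewer variable genes, which put the other 79 together. With more variable genes BMCP fell into 43, 43 and 3, the 3 beside 7 GMP. Without the S phase and G2 and M phase genes they fell into 37, 29 and 23, and with Leiden clustering into 38, 34 and 17. The genes that define a cluster are not results. GMP replicate 24 joined cluster 1. With a population in each block, a cluster held by a single population can also reflect its block.

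**Figure D4:**
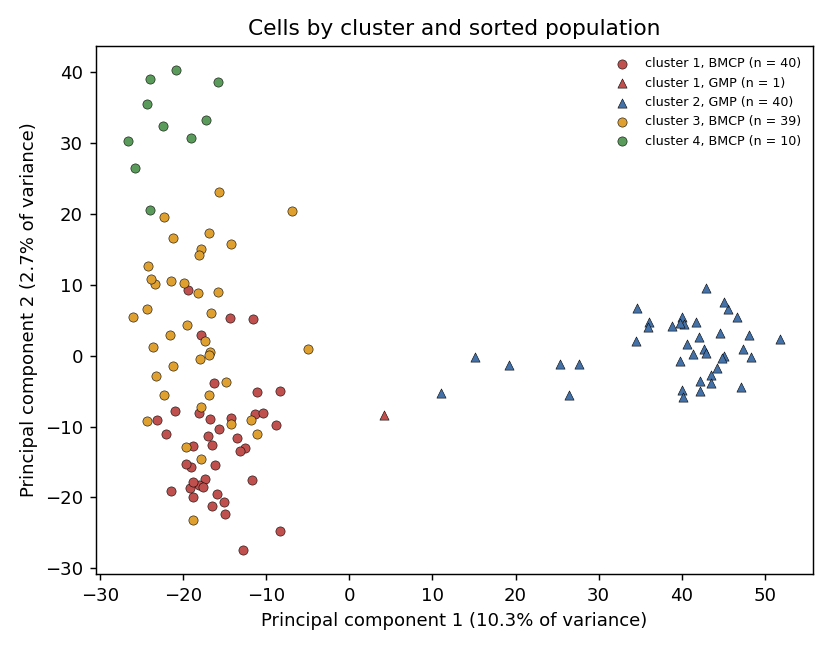
Kept cells on principal components 1 (10.3% of variance, x axis) and 2 (2.75%, y axis), coloured by cluster, with circles for BMCP and triangles for GMP. The 40 GMP of cluster 2 lie to the right of all BMCP, and the lone GMP of cluster 1 lies between.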

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

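All tests named here were chosen after the values were seen. The 4 libraries left out for over 50% spike-in reads held mouse gene reads, with a median of 5874.5 per library. The main comparison did not use them, but the alternative without a cell filter and the counts by grid position below did. BMCP replicate 20 held 10771 and BMCP replicate 30 held 6911, with 22 and 16 Gzmb reads and 0 Mpo reads in each. GMP replicate 38 held 4838 and GMP replicate 35 held 4803, with 58 and 108 Mpo reads and 1 Gzmb read in each. No explanation was tested.

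Genes with the largest ratios also had a few reads in the other population, where the 24 genes of the rule of size stood at a median of 0.0202% of their higher level, from 0 for Hs3st1 and Myo1e through 0.0158% for Gzmb to 0.391% for Prtn3. A candidate source is reads assigned to a library that shares a grid row or column, seen first for Prss34, whose main library is BMCP replicate 12: sharing libraries held 25 reads in its block and 26 in the other BMCP block, against 0 and 1 in the rest, while GMP replicates 12, at the same grid position, and 34, at another, held 308 and 248. The first test, on 19 other genes with at least 1000 reads in a single library that held at least 90% of their reads, ran against it within blocks, with summed reads per library 0.749 times as high in sharing libraries, though 93.9% of the reads in the rest came from libraries with 10 or more reads, for 3 genes (Tmem25, Gpx3 and Ifi213). A second test, chosen after the first had come out this way, counted libraries with any read: 25.3% (19.7 to 31.6) of sharing and 1.84% (0.953 to 3.19) of other libraries within blocks, a ratio of 13.8, or 9.76 without BMCP replicate 50, which gave 7 of the 19 genes from 11 libraries; this is consistent with such carryover within blocks, to which detection at 2 reads is open. It stays open between the BMCP blocks, where 15 genes from 8 libraries gave a ratio of 10.3, but 4.14 without BMCP replicate 50 with overlapping limits of 6.00% (2.23 to 12.6) and 1.45% (0.396 to 3.67), and between BMCP and GMP, and so for Gzmb reads in GMP, where shares of 1.04% (0.215 to 3.00) and 1.39% (0.695 to 2.47) gave 0.747, or 0.3997 without BMCP replicate 50.

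Immediate early genes were higher in BMCP as a whole, though Fos and Jun were uneven between its clusters. Unequal depth is argued against as the whole cause, since the median was 2.93 with every cell thinned to the same depth and 1.94 in the mean of the cells' CPM, both above the random lists' upper limit of 0.995. The mean of the cells includes the shallow cells that thinning left out, 3 BMCP and GMP replicate 8, where Jun stood at 2558 CPM. Handling or block cannot be told apart from population, since no GMP lies in a BMCP block; the lower of the medians of the BMCP blocks was 2.11. A difference between the sorted populations stays open and untested.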

How the results depend on the processing

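Alternatives by BMCP number, spike-in scaling, reads under 10 set to 0 and leaving out GMP replicate 24, BMCP replicate 12 or BMCP replicates 29 and 44 were chosen after seeing the data. Over the alternatives to 18 list medians, 301 values stayed within the limits of the main median, which for 11 lists are the full range of their members. The exceptions were the mast cell genes at 0.017 with no filter on low genes, where members without reads enter the median, and the G2 and M phase genes, which turned to 0.050 for BMCP numbers 1 to 47 and were -4.37 for numbers 48 to 94. Without BMCP replicates 29 and 44 they were at -3.64, and at -3.48 in numbers 1 to 47, so the turn came from these cells. Of lists outside the central 95% of random lists, medians within limits came nearer to 0 by over 1.5 times. With no filter on low genes, monocyte and dendritic cell genes were at -1.15, late neutrophil genes at -0.10, erythroid genes at 0.054 and transcription factors at -0.10. With a pseudocount of 10 CPM, which shrinks low genes, monocyte and dendritic cell genes were at -3.20, late neutrophil genes at -0.71, mast cell genes at 5.09 and transcription factors at -0.38. Spike-in scaling put the shared basophil and mast cell genes at 1.599, basophil genes at 1.44 and erythroid genes at 1.17, BMCP numbers 48 to 94 put basophil genes at 1.01, and leaving out the deepest 10% of cells put G2 and M phase genes at -0.53. Spike-in scaling moved the median of all genes by -0.77 and BMCP numbers 1 to 47 alone by -0.11 (-0.14 without replicates 29 and 44), and ratios under them are relative to that shift. Medians inside that range, given no direction, spanned -1.61 to -0.27 for eosinophil genes and 0.0056 to 1.43 for megakaryocyte genes, and lay on both sides of 0 for the others: cytokine receptors -0.72 to 0.38, stem and multipotent progenitor genes -0.75 to 0.21, leukotriene genes -0.76 to 0.49, lymphoid genes -0.062 to 0.57 and sort gate genes -0.94 to 0.11.

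The share of BMCP with both gene sets, 39.5%, was 54.7% at 1 read, 19.8% at 10 reads, 73.3% with at least 1 gene, 1.16% with at least 3 genes, 53.5% in numbers 1 to 47 and 25.6% in numbers 48 to 94; looser and stricter detection move it by construction, and for the blocks the cause was not tested. Cells in a cluster held mostly by the other population numbered 1, but 0 with fewer and 4 with more variable genes; the cause was not tested.

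Among the alternative values of 143 single genes, 16 turned direction: Cenpf (-3.60), Ube2c (-4.07) and Prss34 (-2.89) in BMCP numbers 48 to 94, Il7r (-0.026), Mki67 (0.18) and Ngp (0.075) in numbers 1 to 47, Cenpf (-3.57) and Ube2c (-4.13) without BMCP replicates 29 and 44, Cenpf (-3.54), Ube2c (-4.24), Il7r (-0.026) and Ngp (0.19) in numbers 1 to 47 without them, the log2 of Prss34 (-2.81) without BMCP replicate 12 (3.44 without GMP replicate 24), Ngp (0.020) in the mean of cells, and Ngp (2.08) and Siglecf (0.060) without the deepest 10% of cells. A turn is a sign change of a log2 ratio of at least 1. Another 936 values left the counting limits, 46 of them with a change of sign of a smaller ratio. No paired analysis was possible because the numbers only name cells and no result comes from a test. Depth limits genes near 3 counts.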

Other observations

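The tests and genes named here were chosen after the values were seen. GMP replicate 24, the GMP that clustered with BMCP, had 1789 CPM of Gata2, 1554 CPM of Ms4a2 and 473 CPM of Gata1 with 509 CPM of Mpo, but 0 reads of Itgb7 and 2.72 CPM of Gzmb. With 6 clusters, 7 other GMP formed a cluster with medians of 2699 CPM of Cpa3, 994 CPM of Gata2, 1391 CPM of Ms4a2 and 6640 CPM of Mpo, against 8.59, 3.51, 0.656 and 32831 CPM in the 33 remaining GMP. GMP replicate 30 gave 71.4% of the GMP reads of Gata1, 70.5% of Klf1, 70.2% of Cx3cr1 and 52.6% of Itgb7.

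BMCP replicate 50 held nearly all reads of several interferon-induced genes. Mx1 had 2932 reads there, 99.6% of its reads in all 141 libraries. Iigp1 had 4824 reads (99.6%), Ifit3 1792 (99.6%) and Ifit1 3420 (92.6%). No explanation was tested. BMCP replicate 12 stood apart in another way: it had the lowest Gzmb (30.4 CPM) and the highest Mpo (389 CPM) of the kept BMCP, with 10061 CPM of Prss34, 538 CPM of Scin and 1834 CPM of Cpa3.

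T cell receptor beta transcripts were read in BMCP. Trbc1 (chromosome 6, 41538218 to 41539881) was at 85.9 CPM in BMCP with 1 read in GMP, and Trbv12-2 was at 94.4 and 0.792 CPM, or 0.259 CPM in GMP without replicate 24. T cells in the sort, which the lineage gate would remove, are argued against as the source over these cells as a set: in the 28 BMCP with at least 10 reads of Trbc1, that gene was at 249 CPM, and the median of 8 T cell genes was 0.00702% of its level, with Cd3d and Cd3g at 0 reads and Cd3e at 3. Of T cell genes outside that list, Lck was at 17.3 CPM in these cells, or 8.26 CPM without BMCP replicate 9, and 27.4 CPM in the other 61 BMCP, and Cd247 at 1.68 CPM, all from BMCP replicate 9, and 20.4 CPM; BMCP replicate 69 gave 1310 of the 1523 Lck reads in the other BMCP and BMCP replicate 40 gave 634 of the 1136 Cd247 reads. Of the reads in the 28 cells, BMCP replicate 9 held 261 of 494 for Lck and all 48 for Cd247, beside 224 of Trbc1, but 0 reads of Cd3d, Cd3e, Cd3g and Trac and 783 of Gzmb, and for that library T cell RNA stays open. T cells in single BMCP outside the 28 were not tested. Block stays open.

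Il9r was at 40.5 CPM in BMCP and 0.0901 CPM in GMP, and Ahr at 45.2 CPM with 0 reads in GMP.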
